# Small RNA GcvB Regulates Oxidative Stress Response of *Escherichia coli*

**DOI:** 10.3390/antiox10111774

**Published:** 2021-11-05

**Authors:** Xian Ju, Xingxing Fang, Yunzhu Xiao, Bingyu Li, Ruoping Shi, Chaoliang Wei, Conghui You

**Keywords:** *Escherichia coli*, small RNA, GcvB, oxidative stress, OxyR

## Abstract

Small non-translated regulatory RNAs control plenty of bacterial vital activities. The small RNA GcvB has been extensively studied, indicating the multifaceted roles of GcvB beyond amino acid metabolism. However, few reported GcvB-dependent regulation in minimal medium. Here, by applying a high-resolution RNA-seq assay, we compared the transcriptomes of a wild-type *Escherichia coli* K-12 strain and its *gcvB* deletion derivative grown in minimal medium and identified putative targets responding to GcvB, including *flu*, a determinant gene of auto-aggregation. The following molecular studies and the enhanced auto-aggregation ability of the *gcvB* knockout strain further substantiated the induced expression of these genes. Intriguingly, the reduced expression of OxyR (the oxidative stress regulator) in the *gcvB* knockout strain was identified to account for the increased expression of *flu*. Additionally, GcvB was characterized to up-regulate the expression of OxyR at the translational level. Accordingly, compared to the wild type, the GcvB deletion strain was more sensitive to oxidative stress and lost some its ability to eliminate endogenous reactive oxygen species. Taken together, we reveal that GcvB regulates oxidative stress response by up-regulating OxyR expression. Our findings provide an insight into the diversity of GcvB regulation and add an additional layer to the regulation of OxyR.

## 1. Introduction

The *Escherichia coli* chromosome encodes more than 80 small non-translated regulatory RNAs [1] that control plenty of bacterial vital activities, including biofilm formation [2], transcription termination [3], cell signaling [4] and cellular responses to growth conditions of various factors of oxidative stress, osmolarities, temperature or iron levels [5,6,7,8,9,10,11,12].

The small RNA GcvB has been extensively studied since its discovery two decades ago [5]. GcvB is approximately 200 nt in length and is highly conserved among Enterobacteriaceae [13,14]. GcvB expression is tightly related to glycine metabolism [15,16,17,18,19] and GcvA activates the transcription of GcvB [20] when glycine is abundant. Intriguingly, GcvB expression shows a strong growth condition-dependent feature. GcvB is abundant when cells are grown in rich medium during the exponential phase but is deficient when cells reach the stationary phase or are grown in minimal medium [5,13,15,21]. GcvB is depicted as a regulator of 1–2% of all the mRNAs in *Salmonella Typhimurium* and *E. coli* by using genome-wide experimental approaches including microarray [16] and RIL-seq [14], or by applying network [22] or in silico prediction [16,17]. Most of the known targets negatively regulated by GcvB are amino acid biosynthesis proteins and transporters of amino acids or peptides, as exampled by the two asparagine synthetases of AsnA and AsnB [21], the periplasmic transporter components of DppA and OppA [20], the serine/threonine transporter of SstT [23], and a certain amino acids transporter of CycA [15], suggesting the primary physiology role of GcvB could be to limit the uptake and biosynthesis of energy-expensive amino acid under nutrient-rich conditions [13,20]. In parallel, GcvB also negatively regulates the expression of several transcription factors including Lrp [24], a global regulator responding to the intracellular leucine level [25]; PhoP [26] in the PhoQP two-component system, which controls the expression of genes with functions in magnesium transport, acid resistance and lipopolysaccharide modification [27,28,29]; and CsgD [30], the master regulator of curli synthesis [31] Moreover, in a direct or an indirect mode, GcvB is positively involved in the acid stress response [32] and stress-induced DNA mutagenic break repair [33]. All this evidence indicates the relatively multifaceted roles of GcvB that are beyond amino acid metabolism.

In most cases, GcvB functions as a repressor. It blocks translational initiation by classically interfering with the 30S ribosome subunit binding to a ribosome-binding site or inducing an active mRNA decay via the recruitment of ribonuclease E after pairing to the target mRNA [21]. GcvB also works as an activator. GcvB maintains the stability of the *rbn* mRNA with the help of Hfq and protects it from RNase E cleavage [34]. GcvB up-regulates sigma factors RpoS [32] and RpoE [33], although the precise nature of the interactions between GcvB and these sigma factors is to be determined.

Therefore, there is diversity underlining both of the physiological roles and the molecular mechanisms of GcvB, which is worthy of further extensive exploration. Since people were unable to identify the GcvB-dependent regulation in minimal medium using traditional methods as promoter-*lacZ* fusions [15,20,21,23], possibly owing to the low expression of GcvB [21], in the present work, by applying the high resolution RNA-seq assay [35] that enabled us to largely expand the members in the regulons of several global regulators [36,37], we identified several novel targets putatively responding to GcvB in an *E. coli* K-12 strain grown in minimal medium. The subsequent molecular and physiological studies enabled us to discover that GcvB controlled the oxidative stress response of *E. coli* via the up-regulation of OxyR, the master regulator of antioxidant genes [38,39]. Thus, our findings not only provide insight into the diversity of GcvB regulation but also add an additional layer to the regulation of OxyR.

## 2. Materials and Methods

### 2.1. Construction of Bacterial Strains and Plasmids

All strains used in this work were derived from the wild-type *E. coli* K-12 strain NCM3722 [40] (GenBank acc. n: CP011496.1) and listed in Supplementary Table S1. Its derivatives of CY325 (Δ*gcvB*), CY1057 (Δ*oxyR*::*cat*) and CY1042 (Δ*gcvB oxyR*::*cat*) were constructed using the λ-Red system and the antibiotics markers were removed as described previously when necessary [41]. In aggregation-related experiments, since NCM3722 was unable to form flagella due to the defect of the flagella-structural protein FliC [42], the mutated *fliC* in NCM3722 was repaired to the wild-type *fliC* in MG1655 via P1 transduction to regain motility, resulting in the strain CY713. Then, its derivatives of the *gcvB* knockout strain (CY1027) and the *oxyR* knockout strain (CY1038) were, respectively, constructed by the λ-Red system [41]. In order to detect OxyR using Western blot, the myc tag was, respectively, inserted right before the stop codon of the *oxyR* gene in the *gcvB* wild-type strain NCM3722 and in the *gcvB* knockout strain CY325 by the λ-Red system [41], resulting in strains CY454 and CY455. To construct the *oxyR* promoter with *lacZ* fusion strains, at a first step, the *oxyR* promoter region (−266 bp to +99 bp relative to *oxyR* translational start point) was amplified from the genomic DNA of NCM3722 and was then inserted into the kpn I and Hind III sites of plasmid pCY161 (modified from pUC19 by adding an FRT-neo-FRT via EcoR I site), yielding plasmid pCY161-oxyR. Subsequently, the DNA regions of P1*oxyR* (−266 bp to +99 bp relative to *oxyR* translational start point) or P2*oxyR* (−266 bp to +45 bp relative to *oxyR* translational start point) together with the *neo* gene, was PCR amplified from the pCY161-oxyR plasmid and, respectively, integrated into the chromosome of the *gcvB* wild-type strain CY1057 and the *gcvB* knockout strain CY1042 to replace part of *lacI* and the entire *lacZ* promoter with the 5′UTR of *lacZ* (from +134 bp after *lacI* translational start codon to *lacZ* translational start codon) using the λ-Red system [41], resulting in the translational fusion strains CY1037 (P1*oxyR* in the *gcvB* wild-type background), CY1041 (P1*oxyR* in the *gcvB* knockout background), CY1059 (P2*oxyR* in the *gcvB* wild-type background) and CY1060 (P2*oxyR* in the *gcvB* knockout background), individually. P3*oxyR* (−266 bp to +0 bp relative to *oxyR* translational start point) was also PCR amplified from pCY161-*oxyR* and, respectively, integrated into the chromosome of CY1057 and CY1042 to replace part of *lacI* and the promoter of *lacZ* (from +134 bp after *lacI* translational start codon to *lacZ* transcriptional start site) using the λ-Red system [41], resulting in the transcriptional fusion strains of CY1047 (P3*oxyR* in the *gcvB* wild-type background) and CY1052 (P3*oxyR* in the *gcvB* knockout background). Note that we deleted the gene of *oxyR* in all of the *lacZ* fusion strains because *oxyR* expression was repressed by OxyR itself [43] and the LacZ activities of the *oxyR* promoters with the *lacZ* fusions were hard to detect in the presence of the native *oxyR*.

### 2.2. Growth of Cell Cultures

Batch cultures were grown in either the N^−^C^−^ minimal medium [40] supplied with 0.4% glucose and 20 mM NH_4_Cl or the LB rich medium. Batch culture growth in minimal medium was carried out in three steps in a 37 °C water bath shaker as described previously [40]. Batch culture growth in LB rich medium was carried out in two steps in a 37 °C water bath shaker: (1) Strains were firstly grown in LB overnight; (2) Then, they were diluted at a ratio of 1:100 for growth in LB of the experimental study. Cell samples were collected mid-exponential phase with an OD_600_ ~0.4 for the following transcriptome study and RT-qPCR assay.

### 2.3. RNA-Seq Assay and Analysis of Transcriptome Data

Total RNA extraction and RNA-seq assay were performed as described previously [36]. Two independent total RNA extractions and transcriptome analyses by RNA-seq were performed for each NCM3722 and CY325 grown in glucose minimal medium. The DEGs between the two transcriptomes were characterized by edgeR [*q*-value (FDR) < 0.01 and |log2FC| > 1]. FPKM (Fragments Per Kilobase of transcript per Million mapped reads) [44] was used to calculate the expression of each gene.

### 2.4. Quantitative Reverse Transcription PCR (RT-qPCR) Assay

The total RNA of NCM3722 and CY325 were extracted, and cDNA templates were synthesized following the instruction of PrimeScript RT reagent Kit with gDNA Eraser (Takara, Beijing, China). RT-qPCR assays were performed on the qTOWER3 real-time PCR thermo-cycler (Analytik Jena, Jena, Germany). Primers for RT-qPCR were designed using Primer3 (v. 0.4.0) and listed in Supplementary Table S2. The gene of *recA* was used as a reference control. The reaction mixture (20 μL) consisted of 10 μL of TB Green Premix Ex Taq II (Tli RNaseH Plus) (Takara, Beijing, China), 2 μL of template (10-fold diluted cDNA), 7 μL of H_2_O and 0.5 μL (10 μM) of each primer. No template controls (NTC) were run in parallel, and all reactions were performed in triplicate. The relative quantification (RQ) was analyzed using the ΔΔCt quantification method by qPCRsoft v3.2, where CT refers to the cycle threshold.

### 2.5. Aggregation Assay with Time-Lapse Microscopy

*E. coli* cells were grown in LB to log phase with an OD_600_ ~ 0.4. Cells were then collected by centrifugation (3 min, 6000 rpm) and resuspended in LB to a final OD_600_ of 0.1. Then, 2-milliliter cell suspensions were loaded into a 24-well polystyrene plate and cell clumps was also observed at 37 °C, using a phase-contrast microscopy (Nikon Ti2, Tokyo, Japan) with 20× objective lens and PH-20× -G eyepiece, which had a total 400× magnification effect.

### 2.6. Western Blot Assay

Strains were grown in LB or glucose minimal medium to log phase with an OD_600_ ~ 0.4. Cells were centrifuged at 6000 rpm for 3 min and resuspended with 1 × PBS. Then, 0.025 OD_600_ or 0.05 OD_600_ cells were mixed with M5 SDS-PAGE loading buffer (Mei5 biotechnology, Beijing, China) and then boiled for 10 min. All the processed samples were added into SDS-PAGE gel and run at 120 V for approximately 120 min. After running the gel, the protein on the gel was transferred to the PVDF (polyvinylidene fluoride) membrane (GE health care life science, Beijing, China) at 110 V for about 40 min. Additionally, then the PVDF membrane was supposed to be immersed in 5% skimmed milk powder prepared from TBST (20 mM Tris, 150 mM NaCl and 0.1% Tween-20) and shaken at room temperature for 3 h. In this experiment, the selected internal reference protein was RpoB. Before incubating with different antibodies, the membrane was cut into two pieces according to the size of the protein and washed with TBST. The primary antibody (Monoclonal anti-RpoB antibody and Anti-Myc tag antibody) was added at a ratio of 1:2000 and was incubated with the membrane at room temperature for 2 h on a shaker. The secondary antibody (Goat anti-mouse lgG-HRP conjugated secondary antibody and Goat anti-rabbit lgG-HRP conjugated secondary antibody) was added at a ratio of 1:4000 and incubated with membranes at room temperature for 1.5 h on a shaker. SuperSignal West Pico PLUS (Thermo, Rockford, IL, USA) was applied for the exact purpose of imaging exposure. The image J was used for quantification analysis.

### 2.7. β-Galactosidase Activity Assay

Overnight culture of *E. coli* cells in LB were diluted at a ratio of 1:100 and grown in the same medium. At various OD_600_ (~0.2–~0.4) following the growth, three to five cell samples (1 mL) were quickly frozen in liquid nitrogen. Then, 0.025–0.5-milliliter (V) thawed samples were added into each tube and mixed with 0.975–0.5 mL of Z-buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCL and 1 mM MgSO_4_), containing BME (β-Mercaptoethanol) to be a total reaction volume of 1 mL. One blank reaction with solely 1 mL of Z-buffer was set. Additionally, 25 μL of 0.1% SDS and 50 μL of chloroform were added into the commixture. After incubating these tubes in the 37 °C water bath for 5 min, at time T_0_, 200 μL of 4 mg/mL ONPG (o-Nitrophenyl β-D-galactopyranoside) were added into each mixture and incubated in the water bath at 37 °C. When the color of the reaction turned yellow at time T_1_, we stopped the reaction by adding 1 M Na_2_CO_3_. The reaction time T = T_1_ − T_0_ (min). Finally, 1 mL of reaction sample was centrifuged at 13,000 rpm for 5 min and the OD_420_ and OD_550_ were measured. The β-galactosidase activity in miller unit (U/mL/OD_600_) was calculated as 1000 × (OD_420_ − 1.75 × OD_550_)/V/T.

### 2.8. Assay of Bacterial Resistance to H_2_O_2_ Treatment

Overnight cultures of the strains in LB were diluted at a ratio of 1:100 in the same medium and cultured to an exponential phase. Subsequently, the cultures were individually diluted to an OD_600_ of 0.05 and treated with 3 mM H_2_O_2_. Then, the OD_600_ of each culture was measured. For survival assay, bacterial cells grown in LB from early exponential phase (OD_600_ of ~0.4) were exposed to 20 mM H_2_O_2_ for 10 min and plated on LB plates by series dilution. The survival rate was calculated by colony counting.

### 2.9. Microscopic Detection of Reactive Oxygen Species (ROS)

NCM3722 and CY325 were incubated overnight in 2 mL of LB, after which they were diluted at a ratio of 1:100 into LB and grown to log phase with an OD_600_ of ~0.4. Additionally, 1 mL of cell culture of each strain was harvested by centrifugation and resuspended into 1 mL of sterile PBS. Then, 10^8^ cells/mL were collected and incubated with 150 μM DHE and H_2_DCFDA for 90 min in darkness with rotation at 37 °C. After staining, the bacteria were centrifuged at 6000 rpm for 3 min at room temperature and washed with the same volume of warm sterile PBS. Finally, a cell density of approximately 2 × 10^7^ cells/mL was adjusted for microscopic observation. Cells were observed at 37 °C with a phase-contrast microscopy (Nikon Ti2, Tokyo, Japan). A 20×objective lens and PH-20×-G eyepiece were applied for observing phase-contrast cells. A 450-nanometer laser was used for excitation and a band-pass filter of 610 nm was used to collect the red fluorescence. A 480-nanometer laser was used for excitation and a band-pass filter of 535 nm was used to collect the green fluorescence. Fluorescence intensity of each cell was quantified using the software of Nikon NIS-Elements AR.

## 3. Results

### 3.1. The Expression of Flu Was Highly Induced in the gcvB Deletion Strain

To characterize the putative target genes controlled by the small RNA GcvB (GenBank acc. n: CP011496.1, region 4,184,713–4,184,917), we compared the transcriptomes of the wild-type *E. coli* K-12 strain NCM3722 and its *gcvB* deletion derivative CY325 grown in glucose minimal medium by high resolution RNA-seq [35]. 

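RNA-seq libraries were made from 2 independent RNA extractions of NCM3722 and 2 of its *gcvB* deletion derivative CY325, grown as batch cultures in minimal medium with 0.4% glucose and 20 mM NH4Cl at 37 °C and collected in mid-exponential phase. The libraries carry the replicate numbers 1 and 2 in each strain. For each library the authors deposited an estimated count and an FPKM value for 4793 features, of which 4676 are genes and 117 are small RNAs. The aligner and the counting program were not named in the paper's text. The counts were not normalized, and 85 features had a count that was not a whole number in at least 1 library, so counts were rounded to whole numbers before testing. The FPKM values were each gene's count divided by its length and by the library's total count. The total count was 4435917 and 3893717 in wild-type libraries 1 and 2, and 3778597 and 4784361 in deletion libraries 1 and 2. At these depths the smallest level that 3 counts can show was between 0.627 and 0.794 CPM (counts scaled to the library's total), and this floor covers counting error only. No rRNA or tRNA gene was found by name among the features, and the transfer-messenger RNA *ssrA* took between 6.18% and 9.08% of the counts of a library.

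The deleted gene was examined first in every library. *gcvB*, listed as a small RNA feature of 205 bp, had 9 and 7 counts in the wild-type libraries (9.90 and 8.77 FPKM) and 0 counts in both deletion libraries. Its mean FPKM in the wild type was higher than that of 38.8% of the features. The paper's text does not say how well short RNAs were kept in the libraries, so this rank may not reflect its level in the cells. *gcvB* had too few counts for the filter of the test, so no fold change was estimated. Of the genes next to it, *gcvA* had a log2FC of −0.01 (standard error 0.162, FDR = 1.00 from edgeR's quasi-likelihood test), and *ygdI* had between 1 and 5 counts per library.

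Counts were normalized with edgeR's TMM method and genes with low counts were left out with its filter, which left 3575 genes. The replicates of each strain differed by more than the sampling noise. The chi-square of their counts per degree of freedom was 41.9 between the wild-type libraries and 12.2 between the deletion libraries, and between libraries of different strains it was 7.12 (wild type 1, deletion 1), 11.9 (wild type 1, deletion 2), 21.2 (wild type 2, deletion 2) and 43.9 (wild type 2, deletion 1). The Pearson correlation of log2 CPM across genes was 0.987 between the wild-type libraries and 0.992 between the deletion libraries.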

We first found that both the *gcvB* deletion and wild-type strains showed similar doubling times in the glucose minimal medium, indicative of a relatively limited role of GcvB regulation in this condition (Supplementary Figure S1). In total, five genes were retained as significant with a two-fold cutoff (with an FDR smaller than 0.01) (Figure 1A, Supplementary Table S3) in the transcriptome study. 

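Differential expression was tested with edgeR's quasi-likelihood test over the 3575 genes, with Benjamini-Hochberg adjustment and the paper's thresholds of FDR 0.01 and |log2FC| 1. The paper names edgeR but not which of its tests was used. The quasi-likelihood test called 1 gene, *flu*, which was higher in the deletion strain, and no gene that was lower. Without adjustment, 69 genes had a p-value under 0.05, and 27 genes had a |log2FC| above 1. These 69 genes are fewer than a share of 0.05 of the 3575, which would be reached without any change. The test was therefore cautious in these libraries. Other tests changed the number of called genes. The edgeR exact test with tagwise dispersions called 5 genes, with *flu* (FDR = 1.49e-32) and *yeeR* (FDR = 0.000182) higher and *fhuB* (FDR = 7.45e-05), *fhuC* (FDR = 1.94e-08) and *fhuD* (FDR = 2.48e-09) lower. These are the 5 genes marked in Figure 1A. DESeq2's Wald test called 4 of them and left out *fhuB* (FDR = 0.0125), and limma-voom called 0 genes, with 65 genes at an unadjusted p-value under 0.05.

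The libraries of both strains share replicate numbers. Same-numbered libraries deviated from their strain means in a similar way, with a correlation of deviations of 0.221 across genes, which are not independent replicates. With the replicate number as a block in the quasi-likelihood test, 6 genes were called, which were the 5 genes above and *cusC*. In this fit the FDR was 8.12e-18 for *flu*, 1.99e-06 for *yeeR* and *fhuC*, 3.16e-06 for *fhuD* and 0.000742 for *fhuB*. A block with crossed replicate numbers, chosen after the data were seen, also called 6 genes, 5 of them those of Figure 1A, but with 3574 prior degrees of freedom against 27.4 and with 80 genes at an unadjusted p-value under 0.05 against 190.

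**Figure D1:**
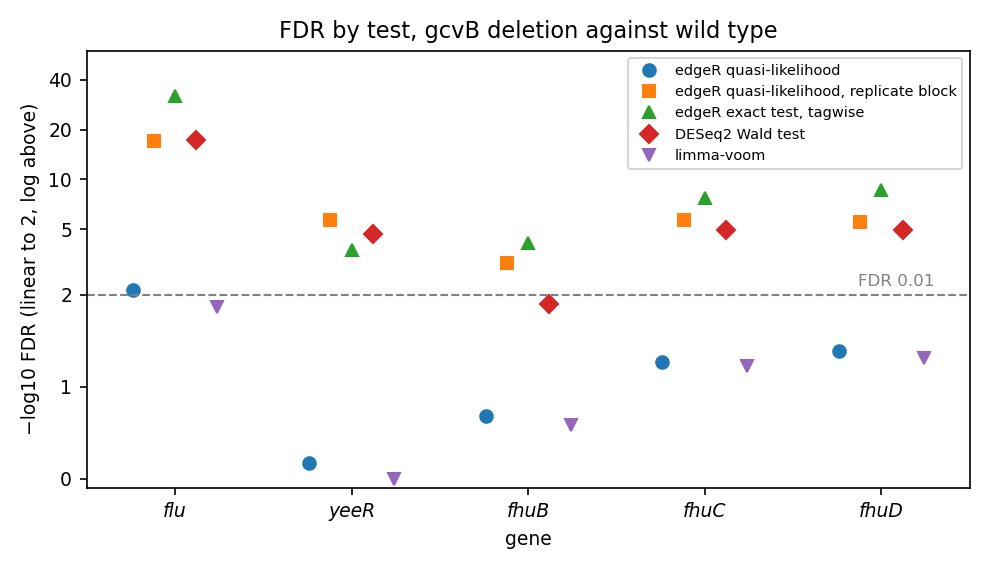
−log10 FDR of the 5 genes of Figure 1A (horizontal axis) under 5 tests. The vertical axis is linear up to 2 and logarithmic above, each symbol is one test, and the dashed line is FDR 0.01. Under the quasi-likelihood test without a block (circles) *flu* alone lies above the line, at an FDR of 0.00725.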

Compared to their expression in NCM3722, the genes of *flu* (GenBank acc. n: CP011496.1, region 3,331,422–3,334,541) and *yeeR* (GenBank acc. n: CP011496.1, region 3,334,662–3,336,223) exhibited highly increased expression in CY325, respectively, showing a fold change of 63.6 and 4.6, whereas the remaining three genes showed an approximately two-fold decreased expression in CY325. 

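*flu*, listed as AA953_RS16720, had 81 and 84 counts in the wild-type libraries and 6779 and 3489 in the deletion libraries. In TMM-normalized CPM this was 19.9 ± 1.88 (SD, n = 2) in NCM3722 and 1272 ± 786 (SD, n = 2) in CY325. The log2FC was 6.00 (standard error 0.472, FDR = 0.00725 from edgeR's quasi-likelihood test), a 63.9-fold change with a 95% confidence interval from 29.9-fold to 137-fold. The lower deletion library lay 33.8-fold above the higher wild-type library. *yeeR*, listed as AA953_RS16725, had 43 and 37 counts in the wild type and 234 and 126 in the deletion strain. Its log2FC was 2.19 (standard error 0.422), a 4.56-fold change, and it did not pass the adjustment in the same test (FDR = 0.676). Both deletion libraries had more *yeeR* than both wild-type libraries, and the spread between the deletion libraries (44.5 ± 26.3 CPM, SD, n = 2) was large against that of the wild type (9.60 ± 0.361, SD, n = 2).

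The *fhuC*, *fhuD* and *fhuB* genes encode a transporter that takes up iron bound to hydroxamate siderophores. The level of *fhuC* was 122 ± 9.50 CPM (SD, n = 2) in the wild type and 51.8 ± 6.09 (SD, n = 2) in the deletion strain, a log2FC of −1.24 (standard error 0.149, FDR = 0.0531). For *fhuD* the level was 115 ± 3.32 (SD, n = 2) and 49.7 ± 0.899 (SD, n = 2), a log2FC of −1.21 (standard error 0.133, FDR = 0.0403), and for *fhuB* it was 66.7 ± 7.49 (SD, n = 2) and 32.0 ± 1.80 (SD, n = 2), a log2FC of −1.06 (standard error 0.163, FDR = 0.206). The values of both strains did not overlap for any of these genes, and the counts of all 5 genes were whole numbers in every library.

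**Figure D2:**
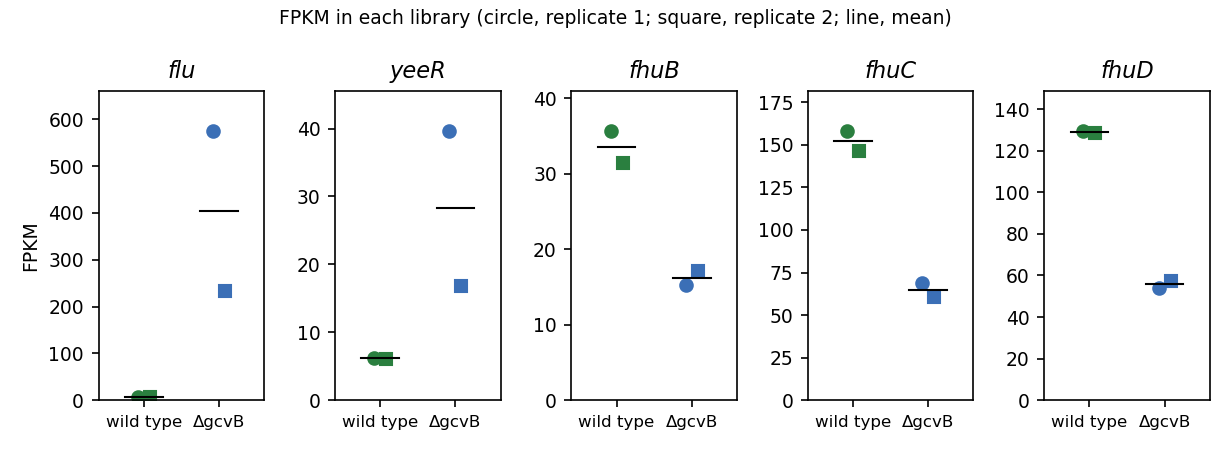
FPKM (vertical axis, from 0, on a separate scale for each gene) of *flu*, *yeeR*, *fhuB*, *fhuC* and *fhuD* in each library. Green symbols are wild type and blue symbols the *gcvB* deletion, circles are replicate 1, squares are replicate 2, and lines are means of 2 libraries. *flu* was at 575 and 234 FPKM in the deletion libraries and at 5.85 and 6.91 FPKM in the wild type.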

Since *flu* and *yeeR* showed the biggest fold of expression changes*,* we further tested their expression in the two strains using the RT-qPCR assay. Consistent with the RNA-seq data, the mRNA levels of *flu* and *yeeR* in CY325 were significantly higher than that in the wild type when cells were grown in glucose minimal medium (Figure 1B,C). Similar results were also observed when cells were grown in LB rich medium (Figure 1D,E). Thus, *flu* and *yeeR* could be negatively regulated by GcvB in a direct or an indirect mode.

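Deletion library 1 had 2.55 times the normalized *flu* count of deletion library 2, and 2.44 times its normalized *yeeR* count. When each library was left out in turn, the log2FC stayed between 5.17 and 6.53 for *flu* and between 1.43 and 2.72 for *yeeR*, and the lowest value of both genes came without deletion library 1. With 1 library left in a strain no test was made. For *fhuC* the log2FC then lay between −1.36 and −1.11, for *fhuD* between −1.24 and −1.18, and for *fhuB* between −1.16 and −0.94. From the increase of *flu* and *yeeR* in CY325, which the paper also measured by RT-qPCR (Figure 1B–E), the paper proposes that GcvB lowers their expression directly or indirectly.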

In the genome of NCM3722, the gene of *flu* localized right upstream of the gene of *yeeR* in the same DNA strand. 

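By the positions the paper gives for the NCM3722 genome, *flu* (3331422 to 3334541, 3120 bp) ends 120 bp before *yeeR* (3334662 to 3336223, 1562 bp) begins. The gene lengths that follow from the counts and FPKM values are the same, 3120 bp and 1562 bp. The genes on either side carried few reads in all 4 libraries. *yeeP*, which precedes *flu* in the list of features, had between 5 and 9 counts per library, and the small RNA *isrC* had 3 counts in deletion library 2 and 0 in the others. *yeeS*, which follows *yeeR*, had between 1 and 5 counts, and *cbeA* and *cbtA* had at most 1 count. *yeeT* and *yeeW* had 0 counts in every library. None of these neighbours had enough counts to be tested. *yeeP* had 9 and 5 counts in the wild type and 7 and 7 in the deletion strain, and *yeeS* had 4 and 1 and then 3 and 5, so neither rose as *flu* did, while smaller changes were not detectable at this depth.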

The gene of *yeeR* is a pseudogene and the gene of *flu* encodes antigen 43 (Ag43). Ag43 is an abundant outer membrane protein that belongs to the auto-transporter family and is a major determinant of auto-aggregation in *E. coli* [45,46]. Thus, we studied the auto-aggregation of both the *gcvB* knockout and wild-type strains. As reported, bacterial motility and chemotaxis were required for the Ag43-dependent aggregation of *E. coli* [46]. However, the two strains applied in the transcriptome study were non-motile [47] because the flagellar filament structural protein [48] encoded by *fliC* (GenBank acc. n: CP011496.1, region 3,261,993–3,263,489) carries a lone mis-sense mutation (N87K) [42]. We complemented the mutated *fliC* of NCM3722 to the wild-type *fliC* to obtain the motile strain CY713, and the gene of *gcvB* was deleted in CY713 to obtain the *gcvB* knockout strain CY1027. Consequently, the auto-aggregation ability of CY713 and CY1027 was then compared using microscopy. Indeed, we observed that the *gcvB* knockout strain CY1027 aggregated more efficiently than the *gcvB* wild-type strain CY713 (Figure 2), supporting the highly induced *flu* expression in the *gcvB* knockout strain.

### 3.2. OxyR Showed Decreased Expression in the gcvB Deletion Strain

As reported, the transcription of *flu* was repressed by OxyR [49]. Accordingly, we identified the highly induced expression of *flu* in the *oxyR* (GenBank acc. n: CP011496.1, region 736,030–736,947) deletion strain (Supplementary Figure S2A). In parallel, the *oxyR* deletion strain was observed to exhibit the high auto-aggregation efficiency (Figure 2) indicative of the highly expressed *flu*. Moreover, we monitored the expression of *yeeR* in the *oxyR* deleted background and found that *yeeR* showed a similar induced expression as *flu* (Supplementary Figure S2B). Given their congruent responses and their concatenated locations in the genome, it was very likely that *flu* and *yeeR* formed an operon and both were under the control of OxyR.

Thus, the protein levels of OxyR in the *gcvB* knockout and wild-type strains grown in the LB rich medium or the glucose minimal medium were determined using Western blot. We identified that the protein amount of OxyR in CY455 (Δ*gcvB*) was approximately half that in the *gcvB* wild-type strain CY454 in both conditions (Figure 3). As a result, the decreased expression of the OxyR repressor in the *gcvB* knockout strain could induce the high expression of *flu*. 

### 3.3. The Small RNA GcvB Enhanced the Expression of OxyR at the Translational Level

We next explored how GcvB stimulated the expression of OxyR. 

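In the RNA-seq libraries, *oxyR* (AA953_RS03605, 918 bp) had 1021 and 922 counts in the wild type and 840 and 1047 counts in the *gcvB* deletion strain. Its FPKM was 251 and 258 in NCM3722 and 242 and 238 in CY325. The normalized level was 234 ± 0.794 CPM (SD, n = 2) in the wild type and 221 ± 8.02 (SD, n = 2) in the deletion strain. Both deletion libraries lay below both wild-type libraries, with a ratio of 0.972 between the nearest of them. The log2FC was −0.08 (standard error 0.114), with a 95% confidence interval from −0.35 to 0.18, or from 0.786-fold to 1.14-fold, and the FDR was 1.00 in edgeR's quasi-likelihood test. With the replicate number as a block the log2FC was −0.08 and the FDR was 0.993. A change of *oxyR* mRNA within this interval was not detectable with 2 libraries per strain.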

The mRNA level of *oxyR* did not show significant changes in the two transcriptomes of the *gcvB* wild-type and knockout strains (Supplementary Figure S3A) and this finding was further demonstrated using the RT-qPCR assay (Supplementary Figure S3B). Moreover, we made an *oxyR* promoter with *lacZ* transcriptional fusion (Supplementary Figure S3C) in both the *gcvB* wild-type and knockout strains and observed that the β-galactosidase activity showed no significant changes in the two backgrounds (Supplementary Figure S3D). As a result, it was most likely that the regulation of GcvB on OxyR existed at the post-transcriptional level. To substantiate this hypothesis, we constructed the *oxyR* promoter with *lacZ* translational fusions in both the *gcvB* wild-type and knockout strains. We made two fusion constructions, with P1 and P2, respectively, carrying 99 and 45 nt after the translational start codon of *oxyR* (Figure 4A). Supporting the Western blot result (Figure 3), both translational fusions showed significantly decreased β-galactosidase activity in the *gcvB* knockout strain when being compared to that in the *gcvB* wild-type strain (Figure 4B,C), indicating GcvB activated the expression of OxyR at the translational level.

### 3.4. The gcvB Deletion Strain Was Sensitive to Oxidative Stress

Since OxyR is the transcriptional regulator that induces the expression of antioxidant genes in response to oxidative stress [38,39], the reduced expression of OxyR when *gcvB* was deleted suggested that the *gcvB* deletion strain could be sensitive to oxidative stress. Therefore, we tested the response of the *gcvB* wild-type and knockout strains to oxidative stress. Indeed, when additional H_2_O_2_ was supplied to the growth medium, the *gcvB* mutant grew more slowly and showed less resistance to H_2_O_2_ than the *gcvB* wild-type strain (Figure 5A). Moreover, we also tested the response of the *oxyR* deletion strain to H_2_O_2_ treatment. As expected, the *oxyR* deletion strain was sensitive to the oxidative stress. In the same line, both the *gcvB* and the *oxyR* mutants showed significantly lower survival rates than the wild type in the survival assay (Figure 5B).

The endogenous ROS were generated as byproducts of aerobic respiration [50]. Given the decreased expression of OxyR in the *gcvB* mutant, the *gcvB* mutant could accumulate more endogenous ROS. To verify this point, using fluorescence microscopy, we monitored the intracellular amount of ROS that remained in the *gcvB* wild-type and knockout strains by employing two kinds of ROS indicators, DHE (dihydroethidium) and H_2_DCFDA (2′,7′-dichloro-dihydro-fluorescein diacetate), both of which are membrane-permeant dyes that can be oxidized to show red and green fluorescence, respectively, and have been widely used as fluorescence probes for the detection of superoxide and peroxide due to their specificity to these radicals [51]. The phase contrast and fluorescence micro-photographs of the two strains stained with DHE and H_2_DCFDA were exhibited (Figure 6A and Figure 7A). Compared to the *gcvB* wild-type cells, larger numbers of *gcvB* knockout cells showed stronger fluorescence using both indicators indicative of higher levels of ROS remaining in the *gcvB* knockout cells. The mean fluorescence intensity of CY325 cells, respectively, stained with DHE or H_2_DCFDA was approximately two- to six-fold stronger than that of NCM3722 cells (Figure 6B and Figure 7B). These observations suggested that, compared to the *gcvB* wild-type cells, the *gcvB* knockout cells could lose some of their ability to eliminate endogenous ROS where the expression of OxyR was reduced.

## 4. Discussion

In this study, we performed comparative transcriptomes combined with molecular and physiological studies of the GcvB knockout and wild-type strains to characterize the putative target genes controlled by the small RNA GcvB. In this process, we were able to identify GcvB as a positive regulator controlling the oxidative stress response of *E. coli*.

GcvB-dependent regulation on its known targets in glucose minimal medium was almost undetectable using a traditional method [15], possibly because of the low expression of GcvB in this medium when being compared to its expression in rich medium [21]. In contrast, here, we characterized novel targets putatively controlled by GcvB in the minimal medium by applying the high-resolution RNA-seq assay that had helped us to successfully expand the members in the regulons of several global regulators [36,37]. Note that we also did not find the reported targets of GcvB in this medium, which is inconsistent with previous results.

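The paper names 12 reported targets of GcvB, of which *rpoS* was not analysed here because no feature carried its name. The other 11, *asnA*, *asnB*, *dppA*, *oppA*, *sstT*, *cycA*, *lrp*, *phoP*, *csgD*, *rbn* and *rpoE*, all passed the count filter. None was past the thresholds, whether adjusted over all genes tested or over the list alone, and 0 had an unadjusted p-value under 0.05 in the quasi-likelihood test. The median log2FC of the list was 0.06, with 9 genes higher and 2 lower in the deletion strain. As a group the genes did not stand apart from the other genes tested (limma's camera, adjusted p = 0.110 over 3 lists, and percentile 84.6 of 10000 random lists matched on expression), and with the replicate number as a block the median was 0.06 and the adjusted p of camera was 0.111. The paper describes *rbn* and *rpoE* as raised by GcvB and the other listed genes as lowered. Opposite shifts could therefore cancel in these group tests. The lowest log2FC was −0.15 for *rpoE*, and the other lower gene was *lrp* (−0.13). The highest was 0.69 for *csgD*, which had between 8 and 21 counts per library and a 95% confidence interval from −0.35 to 1.72. For the remaining 10 genes the interval lay within 2-fold in both directions. *sstT* had a log2FC of 0.25 (standard error 0.149, FDR = 1.00 from edgeR's quasi-likelihood test).

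**Figure D3:**
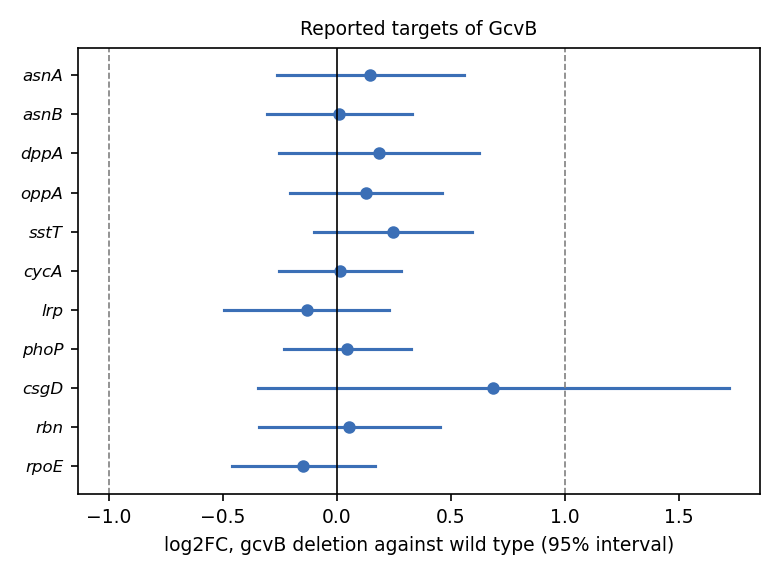
log2FC of the 11 reported targets of GcvB between the *gcvB* deletion and the wild type (horizontal axis), with 95% confidence intervals from edgeR's quasi-likelihood fit as bars. Dashed lines mark a |log2FC| of 1, and every interval includes 0.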

We firstly found that the expression of *flu* and *yeeR* was highly induced when GcvB was deleted by the transcriptome study (Figure 1A), indicating that GcvB could negatively regulate their expression in a direct or indirect mode. Our following RT-qPCR studies (Figure 1B–E) and the enhanced *flu*-dependent auto-aggregation ability [45] of the *gcvB* knockout strain (Figure 2) further substantiated the induced expression of these genes.

We next explored the putative mechanisms of the small RNA GcvB repressed expression of *flu* and *yeeR*. It is well known that small RNA can regulate gene expression by controlling mRNA stability [52]. Consequently, GcvB could control the expression of *flu* and *yeeR* by regulating their mRNA stability as in the cases of its reported targets [21]. However, we found that *flu* and *yeeR* could form an operon since *flu* and *yeeR* were concatenated genes in the genome and they showed congruent expression changes in the conditions we studied (Figure 1 and Figure S2). 

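Across the 4 libraries the ratio of *yeeR* to *flu* changed between the strains and not between the replicates of CY325. Per 100 FPKM of *flu* there were 106 and 88.0 FPKM of *yeeR* in the wild-type libraries, against 6.90 and 7.21 in the deletion libraries. After the mean level of the wild type was subtracted from both genes, 5.89 FPKM of *yeeR* were gained per 100 FPKM of *flu* gained in deletion library 1 and 4.71 in deletion library 2. *flu* therefore rose by far more than *yeeR*, while both genes were higher in the same deletion library. The levels of *flu* and *yeeR* in the wild type, 6.38 and 6.15 FPKM on average, were higher than those of 34.2% and 33.8% of the features.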

To our knowledge, it was rare that a small RNA simultaneously regulated the expression of individual genes in one operon. As a result, it was more likely that GcvB controlled the expression of *flu* and *yeeR* in an indirect mode. Additionally, a mediator would coordinate the regulation of GcvB on *flu* and *yeeR*. Since OxyR, the oxidative stress regulator [38,39], is the reported transcriptional repressor of *flu* [49], this motivated us to study OxyR. Similar to *flu*, *yeeR* also responded to OxyR (Supplementary Figure S2). Intriguingly, we identified that GcvB positively controlled the expression of OxyR (Figure 3), and this regulation existed at the translational level (Figure 4). Thus, OxyR could be the mediator and its reduced expression in the *gcvB* knockout strain could induce the high expression of *flu* and *yeeR*. However, further detailed studies will be required to investigate the nature of the interaction between GcvB and OxyR at the molecular level. 

Finally, our physiological studies supported the positive regulation of GcvB on OxyR since the GcvB deletion strain was not only more sensitive to external oxidative stress (Figure 5) but also lost some of its ability to eliminate endogenous ROS when being compared to the wild type (Figure 6 and Figure 7). Thus, the reduced expression of OxyR could account for these phenomena observed. However, except *flu*, we did not identify the other reported targets of OxyR [49] that showed significant expression changes between the GcvB wild-type and knockout strains using the RNA-seq assay, possibly because their expression changes could be small, thus, were below the detection limit of this method. Consequently, the OxyR regulon gene of *flu* could be the one that was most sensitive to the titration of OxyR. Moreover, it was proposed that the sensibility of bacteria to antibiotics was correlated to the endogenous production of ROS [53]. Therefore, the enhanced ROS levels in the *gcvB* knockout strain could make this strain more sensitive to antibiotics treatment and GcvB could accordingly work as a putative antimicrobial target.

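The paper's text gives no list of the reported targets of OxyR. It names *flu*, writes that *yeeR* responded to OxyR and that OxyR represses *oxyR* itself, and these genes are treated apart and are not on the list used here. For that list 19 other genes, chosen from general knowledge of OxyR, were listed before the data were examined. Of these, 17 had enough counts to be tested. *oxyS* had 0 counts in every library, and *grxA* had 10 and 17 counts in the wild type and 3 and 7 in the deletion strain, below the filter. None of the 17 genes was past the thresholds, whether adjusted over all genes or over the list, and 0 had an unadjusted p-value under 0.05. Their median log2FC was 0.10, with 13 genes higher and 4 lower in the deletion strain, from −0.33 for *fur* to 0.32 for *sufD*. The genes for the removal of peroxide lay close to 0, with a log2FC of 0.05 for *katG*, 0.02 for *ahpC* and −0.01 for *ahpF*. As a group the 17 genes did not pass camera (limma, adjusted p = 0.110 over 3 lists), although their median was at percentile 99.5 of 10000 random lists matched on expression, a comparison that makes no allowance for correlation between genes. With the replicate number as a block the median was 0.11 and the adjusted p of camera was 0.00662, in the direction of higher expression in the deletion strain. The paper describes OxyR as an inducer of antioxidant genes, and for such genes less OxyR would give the opposite direction. Which listed genes OxyR induces was not used in the test. Camera assumed an inter-gene correlation of 0.01, so its p-values may be too small for genes that move together. The median lay between −0.10 and 0.24 when each library was left out in turn. Such fits leave the replicate numbers unbalanced, and the list itself differed between replicate numbers, with a median log2 ratio of library 2 over library 1 of −0.35 in the wild type.

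The 95% confidence interval lay within 2-fold in both directions for 13 of the 17 genes, and reached beyond a 2-fold increase for *sufB*, *sufC*, *sufD* and *mntH*. In 10 sets of counts simulated for the same genes and library sizes, with 200 changed genes in each, the quasi-likelihood test and the thresholds of the paper called 93.8% of the genes changed by a log2FC of 2, 33.8% of those changed by 1 and 1.02% of those changed by 0.5, where the fold-change threshold by itself leaves out most changes below 2-fold. By FDR alone it found 57.9% of those changed by 1 and 7.13% of those changed by 0.5. The simulated counts drew the spread of each gene from the dispersions fitted to the libraries. They held no difference shared by same-numbered libraries, and 200 changed genes make the FDR threshold easier to pass than fewer would. These shares may therefore not hold for the libraries themselves.

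**Figure D4:**
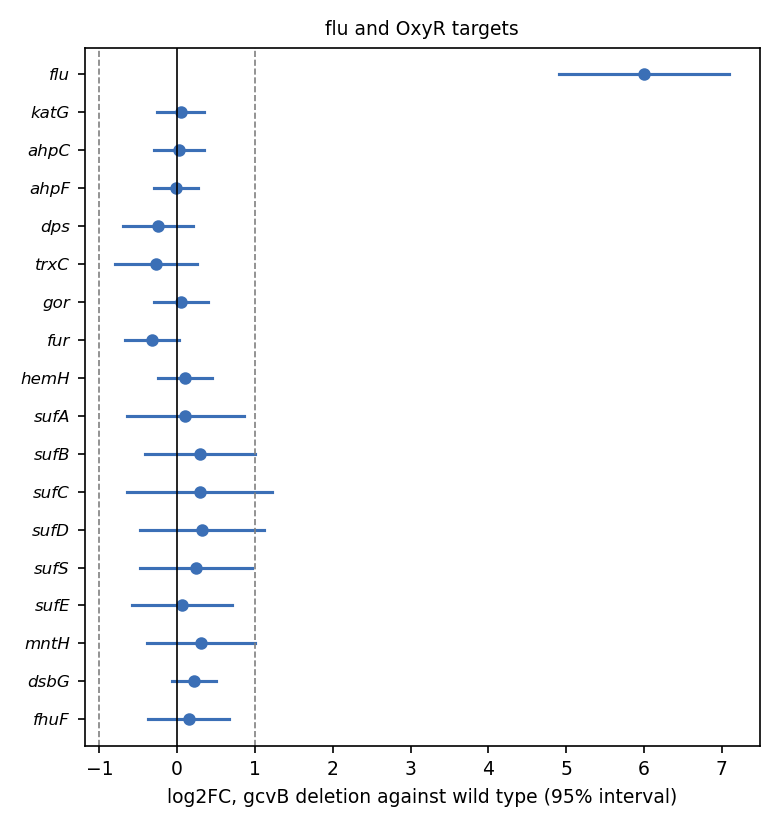
log2FC of *flu* and of 17 genes listed as OxyR targets between the *gcvB* deletion and the wild type (horizontal axis), with 95% confidence intervals from edgeR's quasi-likelihood fit as bars. Dashed lines mark a |log2FC| of 1. The interval of *flu* runs from 4.90 to 7.09, and those of the other genes include 0.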

## 5. Conclusions

By integrating a global assay with molecular and physiological studies, we reveal a novel function of the small RNA GcvB. GcvB enhances the survival ability of *E. coli* when experiencing oxidative stress by the up-regulation of OxyR expression. Our findings provide insight into the control of the oxidative stress response of *E. coli* by GcvB and add an additional layer to the regulation of OxyR. 

## Figures and Tables

**Figure 1:**
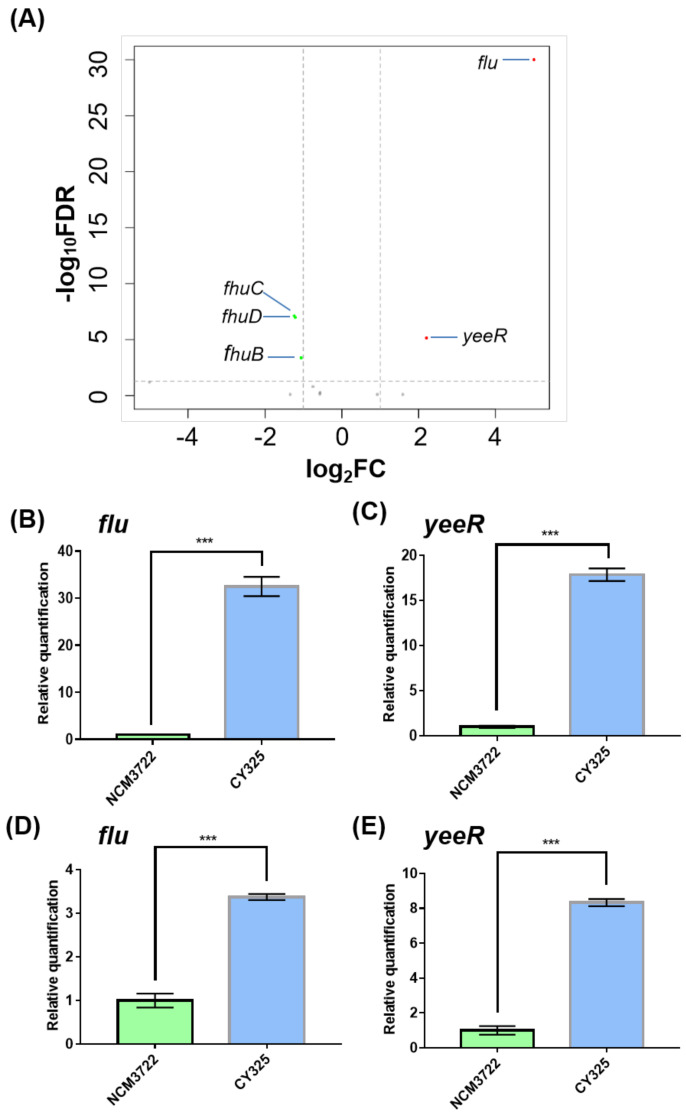
Genes responding to GcvB. (**A**) Volcano map comparing the expression of genes in the *gcvB* knockout strain CY325 versus that in the wild-type strain NCM3722. The horizontal dashed line points to *q*-value (FDR) = 0.01 on *y*-axis and the vertical dashed lines point to 2-fold cutoff of the expression on *x*-axis. Red dots indicate up-expressed genes; green dots indicate down-expressed genes; grey dots indicate genes showed no significant changes. Note that the data points of the remaining genomic genes carrying a *q*-value (FDR) = 1 with a corresponding −log_10_FDR = 0 were not shown. (**B**,**E**) Gene expression of *flu* and *yeeR* detected using RT-qPCR in the *gcvB* knockout strain CY325 and in the wild-type strain NCM3722 grown in glucose minimal medium (**B**,**C**) or in LB rich medium (**D**,**E**). The mRNA level of each gene in NCM3722 was normalized to 1 and that in CY325 was determined relative to this value. The relative expression was shown as the average ± S.D. of three independent experiments. *** *p* < 0.001 using Student’s *t*-test.

**Figure 2:**
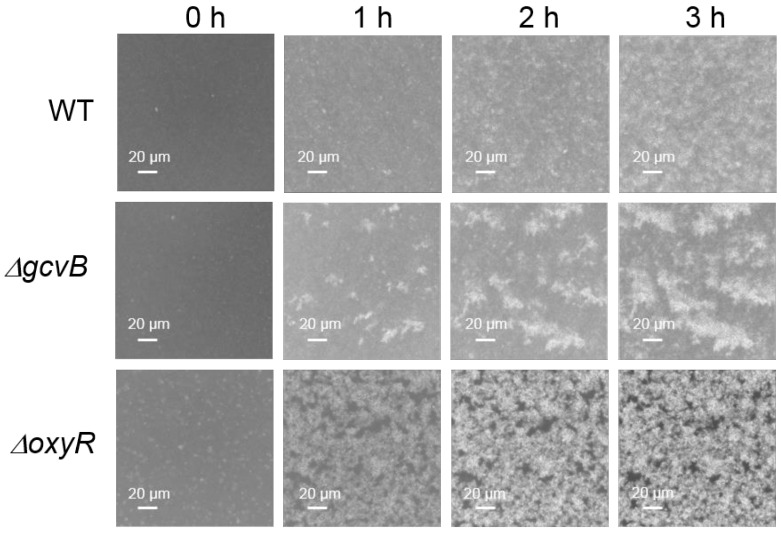
Aggregation assays of three *E. coli* strains. The aggregation of CY713 (WT), CY1027 (*gcvB*::cm) and CY1038 (*oxyR*::cm) was detected at 37 °C into a 24-well polystyrene plate using microscopy as described in methods. Bacterial aggregation was monitored at various time points (0–3 h). The formation of the white cluster indicates aggregation of cells. One representative result of two independent observations is shown.

**Figure 3:**
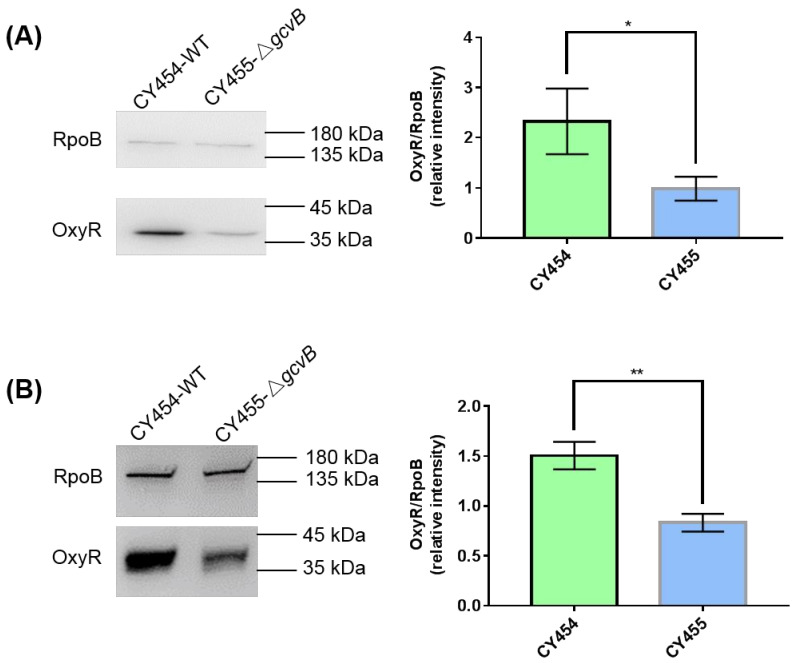
The protein levels of OxyR in the *gcvB* knockout and wild-type strains. The protein levels of OxyR in the *gcvB* wild-type strain CY454 and in the *gcvB* knockout strain CY455 cultured in LB rich medium (**A**) or in glucose minimal medium (**B**) were tested using Western blot. RpoB was applied as a loading control. The 0.025 OD_600_ (**A**) or 0.05 OD_600_ (**B**) cells were loaded. One representative result of six repeats in two independent Western blots is shown on the left. The relative protein level of three repeats in one Western blot is shown as the average ± S.D. on the right. The protein level of OxyR in CY455 was normalized to 1 and that in CY454 was determined relative to this value. ** *p* < 0.01, * *p* < 0.05 using Student’s *t*-test.

**Figure 4:**
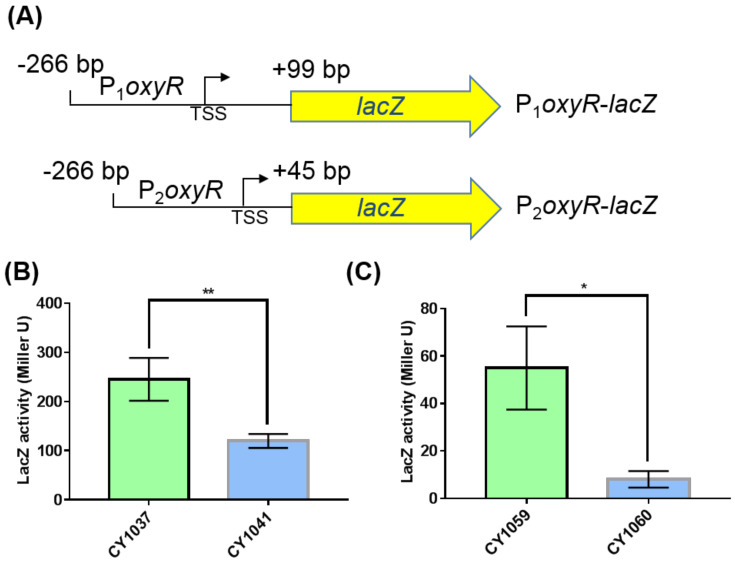
β-galactosidase activities of the *oxyR* promoter with *lacZ* translational fusions in the *gcvB* knockout and wild-type strains. (**A**) Composition diagrams of the promoters of *oxyR* with *lacZ* translational fusions. P_1_*oxyR* covers the DNA region from −266 bp to +99 bp relative to *oxyR* translational start point and P_2_*oxyR* covers the DNA region from −266 bp to +45 bp relative to *oxyR* translational start point. Yellow arrow indicates the entire coding region of *lacZ*. TSS indicates the transcriptional start site of *oxyR*. (**B**) β-galactosidase activities of P_1_o*xyR*-*lacZ* fusion in the *gcvB* wild-type (CY1037) and knockout strains (CY1041). (**C**) β-galactosidase activities of P_2_*oxyR*-*lacZ* fusion in the *gcvB* wild-type (CY1059) and knockout strains (CY1060). The LacZ activity was shown as the average ± S.D. of three independent experiments. ** *p* < 0.01, * *p* < 0.05 using Student’s *t*-test.

**Figure 5:**
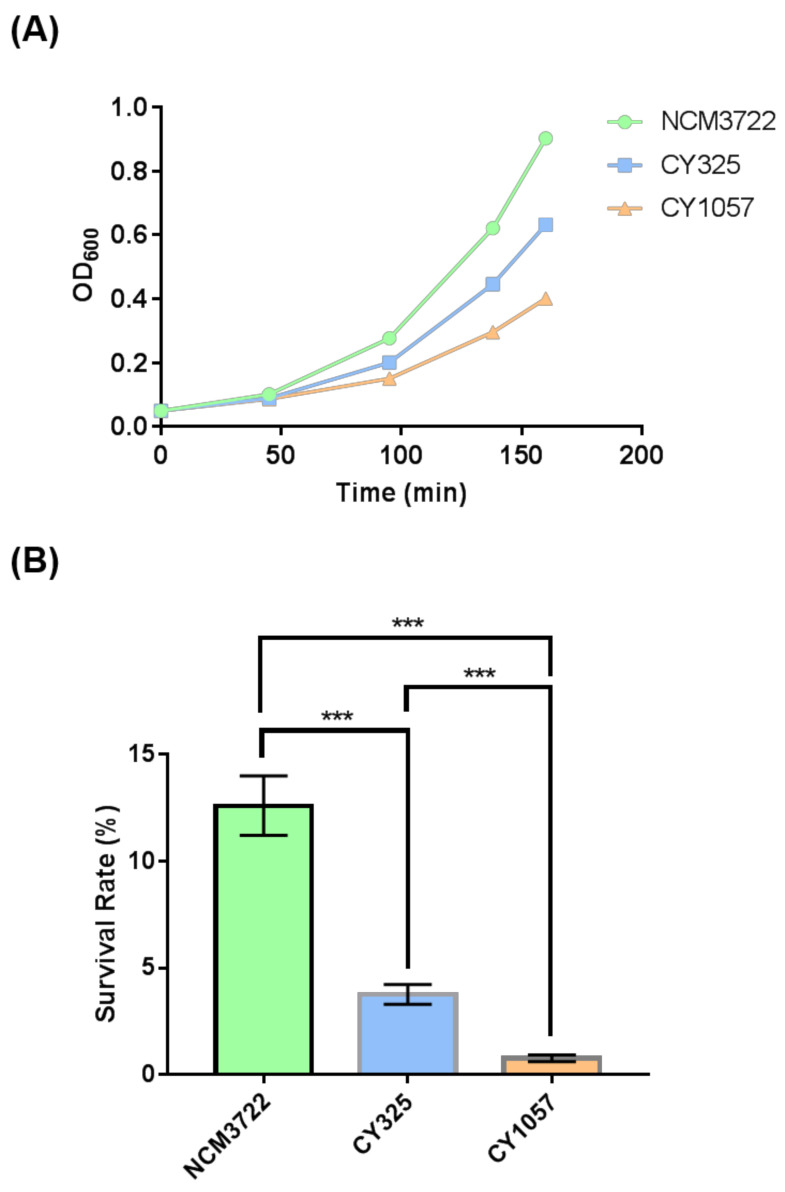
The sensitivity of the *gcvB* deletion strain to oxidative stress. (**A**) The growth of strains with H_2_O_2_ supplied to the medium. The growth curve of each strain was recorded after 3 mM H_2_O_2_ was supplied into the growth medium. One representative result of three independent experiments is shown. NCM3722 (WT); CY325 (Δ*gcvB*); CY1057 (Δ*oxyR*). (**B**) Survival rate of the three strains after a 10-minute challenge of 20 mM H_2_O_2_. The survival rate is shown as the average ± S.D. of the six replicates in two independent experiments. *** *p* < 0.001 using Student’s *t*-test.

**Figure 6:**
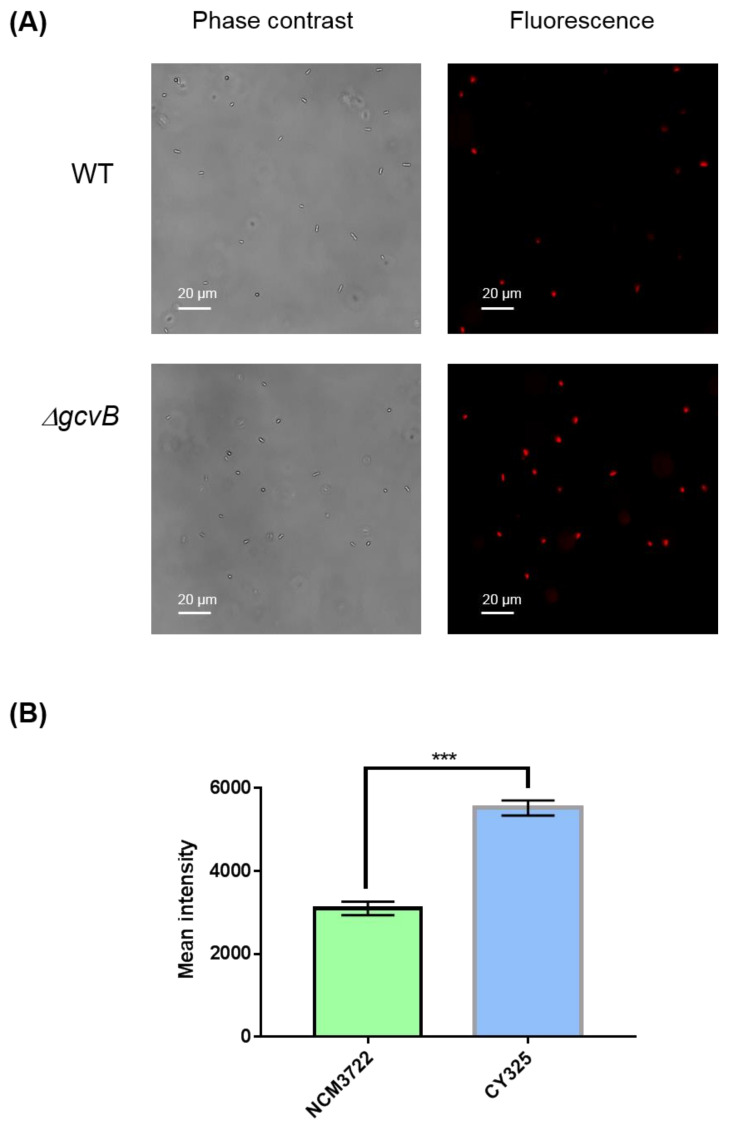
Detection of superoxide. (**A**) Detection of superoxide by DHE staining. The phase contrast shows the cells under microscope and the red fluorescence represents the detection of superoxide. Two to three independent observations were performed and one image containing representative cells is shown. (**B**) Quantification of fluorescence intensity. Fluorescence intensity was expressed as the average ± S.E.M., calculated from 393 to 416 individual cells. NCM3722 (WT); CY325 (Δ*gcvB*). *** *p* < 0.001 using Student’s *t*-test.

**Figure 7:**
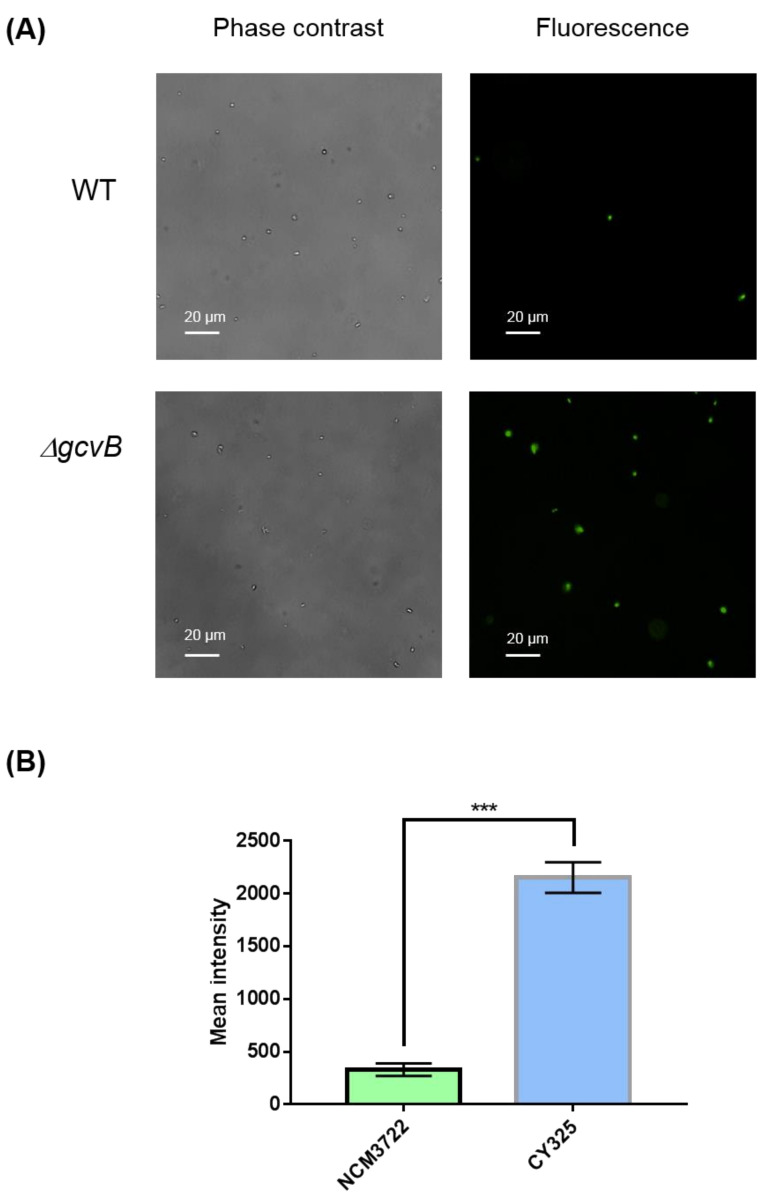
Detection of peroxide. (**A**) Detection of peroxide by H_2_DCFDA staining. The phase contrast shows the cells under microscope and the green fluorescence represents the detection of peroxide. Two to three independent observations were performed and one image containing representative cells is shown. (**B**) Quantification of fluorescence intensity. Fluorescence intensity was expressed as the average ± S.E.M., calculated from 468 to 741 individual cells. NCM3722 (WT); CY325 (Δ*gcvB*). *** *p* < 0.001 using Student’s *t*-test.

## Data Availability

The whole dataset of RNA-seq has been deposited to GEO with the accession number of GSE182531. All of the data is contained within the article and the supplementary materials.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox10111774/s1, Figure S1: Doubling times of NCM3722 (WT) and CY325 (△*gcvB*) grown in glucose minimal medium, Figure S2: Gene expression of *flu* and *yeeR* in the *oxyR* wild-type and knockout strains, Figure S3: Transcriptional expression of *oxyR*. Table S1: Strains used in this work, Table S2: Primers used for RT-qPCR, Table S3: DEGs identified between the *gcvB* knockout and wild-type strains.

How the deposited data were processed for this re-analysis (not part of the article)

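The data are RNA-seq libraries of *E. coli* NCM3722 (wild type) and of CY325, its *gcvB* deletion derivative, with 2 libraries per strain from independent RNA extractions. For each of the 4793 features the authors deposited an estimated count of sequenced fragments, which was not normalized, and the files show that 85 features had a count that was not a whole number in at least 1 library. The authors also deposited FPKM values, and these were reproduced from the count, the gene length and the sum of the count column: over 1040 genes with more than 500 counts in every library, the gene lengths that follow from the libraries differed by at most 0.815 bp. The aligner, the counting program, their settings and the use of strand were not stated in the paper's text, so the counts of overlapping and antisense genes are uncertain. Features with counts that were not whole were left in, since none of the genes named in the text or on a list was among them.

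From the estimated counts, rounded to whole numbers, the following was computed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 (a minimum count of 10, scaled to the library size, and a minimum total count of 15), which left 3575 genes, and normalized with TMM. The strains were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, with the default settings of this version), without a replicate block, and with Benjamini-Hochberg adjustment. A gene was called at an FDR under 0.01 and a |log2FC| above 1, the thresholds given in the methods of the paper. The common biological coefficient of variation was 0.132 and the prior degrees of freedom of the quasi-likelihood fit were 5.65. Standard errors were derived from the log2FC and the quasi-likelihood F statistic, and 95% confidence intervals from these and the total degrees of freedom of 7.65. Gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, and adjusted over 3 lists. With this preset value the p-values of camera are likely too small for lists whose genes move together. Percentiles of list medians were taken among 10000 random lists matched on mean expression. CPM are counts scaled by the TMM-normalized library sizes, and FPKM are as deposited.

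Total counts lay between 3778597 and 4784361 per library. A level of 3 counts was between 0.627 and 0.794 CPM, and this floor covers counting error only. With 2 libraries per strain, no permutation of the libraries can give a small p-value, so adjusted p-values from models fitted across all genes are given. The test was checked on simulated counts for the same genes and library sizes. In 10 simulations with 200 changed genes each, the quasi-likelihood test gave 2.2 false calls per simulation, the exact test 2.8, DESeq2 0.7 and the fit with a replicate block 3 false calls. The simulated counts held no difference shared by same-numbered libraries, so these rates may not hold for the libraries themselves.

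The pairing of libraries comes from the replicate numbers in the sample labels. The paper does not say that same-numbered libraries were handled together, so the block is an alternative. The correlation of the deviations of same-numbered libraries from their strain means was 0.221 across the 3575 genes. The designs, the gene lists and 12 of the alternative settings for the whole analysis, besides changes of the thresholds and the omission of each library in turn, were fixed before the data were examined. They cover the normalization, the filter, the test (with DESeq2 1.42.0 and limma-voom among them), the prior count and the block. A further 6 settings were added after the data were seen. They are the bias-adjusted quasi-likelihood fit of edgeR, a correction for gene length, that correction together with the block, the block with crossed replicate numbers, the omission of the 117 small RNA features, and the exact test without a filter. The planned omission of rRNA and tRNA genes was not run, since 0 features were named as such.

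The genes named in the text are those of the lists, those that the paper names as measured, and up to 10 called genes with the largest |log2FC| whose values do not overlap between the strains. *fhuA*, *cusC*, *cusA*, *modA*, *modB*, *lpp*, *cspE*, *sodB*, *bfr*, *ssrA* and the genes called between replicate numbers lie outside this rule or are singled out from a list, and were chosen after their values were seen. Symbols were those of the deposited files. They were matched to gene names of the MG1655 assembly ASM584v2, for 4313 of the 4793 features, to look for rRNA and tRNA genes and to tell which genes lie next to *gcvB*. Positions are those the paper gives for NCM3722. RT-qPCR, Western blot, reporter, survival, aggregation and fluorescence measurements were not analysed here.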

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

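The tests of explanations in this part were chosen after the results were seen.

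The libraries differed between replicate numbers as well as between strains, which the paper does not report. When the libraries numbered 2 were compared with those numbered 1, without regard to strain, the edgeR exact test with tagwise dispersions called 11 genes at the paper's thresholds, against 5 between the strains. Of the 11 genes, 3 were higher and 8 were lower in the libraries numbered 2, and *fepA*, *entE*, *fiu* and *cirA* among them belong to the iron uptake list. The quasi-likelihood test called 0 genes in this comparison, with 450 genes at an unadjusted p-value under 0.05, against 69 genes between the strains. The remaining way to form groups of 2, which parts both same-numbered pairs as the strains do, gave 0 calls in the exact test. In the quasi-likelihood test that grouping also had 69 genes at an unadjusted p-value under 0.05, as many as between the strains. As many calls as between the strains were therefore given by 1 of the 2 groupings that part both pairs, which is the grouping by strain itself, and no share under 0.05 is possible with so few groupings.

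The iron uptake list, 32 genes of which 31 were tested, was lower in the libraries numbered 2 of both strains. The median log2 ratio of library 2 over library 1 was −0.64 in the wild type, with 30 genes lower, and −0.47 in the deletion strain, with 28 genes lower, and 0% of 10000 random lists matched on expression had a lower median in either strain. For *fiu* the log2 ratio was −2.17 in the wild type and −1.03 in the deletion strain, and for *cirA* it was −1.81 and −0.95. A difference in library size or composition that scaling corrects moves all genes alike, so it would shift the random lists as well, and the list lay at percentile 0 of them. After the relation of each ratio to gene length was taken out, the median was −0.672 in the wild type and −0.432 in the deletion strain. Reads split between near-identical genes would leave counts that are not whole, and 0 genes of the list had such counts. The counting program is not known, so shared reads that were dropped or counted whole are left open. A candidate explanation is more iron in the cultures numbered 2, which would raise genes for iron proteins. The median log2 ratio of 9 such genes over both strains was 0.08, at percentile 94.7 of random lists, with 5 genes higher in the wild type and 7 in the deletion strain. These genes were listed after *sodB* and *bfr* had been seen, so this test cannot decide, and the labels give no batch that could be set against it. The design gives no condition that differs between replicates, so no biological explanation from the design was tested.

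*cusC* and *modA* lie outside the genes the paper discusses and passed an FDR of 0.01 with the replicate number as a block. The log2FC of *cusC* was −1.15 (FDR = 0.00178 from edgeR's quasi-likelihood test with the block) and that of *modA* was 0.70 (FDR = 0.00345), the latter below the fold-change threshold. Without the block the FDR was 1.00 for both genes. Over the alternatives it lay between 8.12e-07 and 1 for *cusC* and between 0.00345 and 1 for *modA*. Both genes were among the 11 called between replicate numbers, with log2 ratios of library 2 over library 1 of 2.09 and 0.82 for *cusC* and −1.17 and −1.67 for *modA* in the wild type and the deletion strain. Within both same-numbered pairs *cusC* was lower in the deletion strain (37.6 CPM against 28.6, and 162 against 50.8) and *modA* was higher (216 against 412, and 95.5 against 129). With each library left out in turn the log2FC lay between −2.0035 and 0.10 for *cusC* and between −0.27 and 1.49 for *modA*, but these fits leave the replicate numbers unbalanced between the strains. With gene length taken out in the block fit, both had an FDR of 0.0167. The higher number of calls under the block was tested against variation shared by same-numbered libraries. A block with crossed numbers also gave 6 calls, *cusC* among them (FDR = 0.0032 from the quasi-likelihood test). Yet in the crossed pairs *cusC* moved in opposite directions. It was 37.6 CPM in the wild type against 50.8 in the deletion strain, and 162 against 28.6. A call of *cusC* under a block thus does not need a change shared by both pairs. The crossed fit had 3574 prior degrees of freedom, against 27.4 with the block, and 80 genes at an unadjusted p-value under 0.05, against 190. Only the fit with the block had more than a share of 0.05 of all genes tested at such a p-value. Since the fits differ in this way, the equal number of calls cannot tell whether shared variation accounts for the additional calls.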

How the results depend on the processing

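The settings in this part are those listed in the processing summary. Values of a log2FC are given for genes and medians of log2FC for lists. For the lists, camera was run again only where the normalization, the filter, the genes or the block changed, since it does not use the test for single genes. Settings meant for normalized values only were not run, since counts were available, nor was the omission of rRNA and tRNA genes, which had no gene to leave out. A prior count of 2 changes the log2FC but not the test.

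The number of called genes was 1 in the quasi-likelihood test, and stayed at 1 with each other normalization and filter, the prior count of 2, no fold-change threshold and glmTreat, and among the settings added later with the bias-adjusted fit, the gene length correction alone and without the small RNA features. It was 5 with the exact test with tagwise dispersions, 7 with the exact test with a common dispersion, 0 with the robust quasi-likelihood fit (71 genes at an unadjusted p-value under 0.05), 4 with DESeq2, 0 with limma-voom (65 genes), 2 at an FDR of 0.05, 6 with the replicate block, and, among the settings added later, 5 with the replicate block and gene length correction, 6 with the replicate block with crossed numbers and 5 with the exact test without a filter. The cause was not tested, except for the replicate block, where the fit with crossed numbers could not decide. The prior degrees of freedom rose from 5.65 to 27.4 with the block and to 3574 with crossed numbers, and 190 and 80 genes had an unadjusted p-value under 0.05. The number of genes beyond 2-fold was 27 and lay between 58 and 84 when each library was left out in turn.

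*flu* kept its direction and its call in 16 of 18 settings. It lost the call with the robust fit (6.00, FDR = 0.684) and with limma-voom (5.86, FDR = 0.0134), and its FDR ranged from 3.71e-124 to 0.684. The other 4 genes of the paper kept their direction in the 18 settings and passed the thresholds only in the settings that follow. With the exact test with tagwise dispersions, *yeeR* was at 2.20, *fhuB* at −1.06, *fhuC* at −1.24 and *fhuD* at −1.21. With a common dispersion they were at 2.19, −1.06, −1.24 and −1.21, and with the exact test without a filter at 2.21, −1.05, −1.23 and −1.202. With the replicate block they were at 2.14, −1.05, −1.24 and −1.21, with the block and gene length correction at 2.10, −1.101, −1.24 and −1.22, and with the crossed block at 2.08, −1.06, −1.24 and −1.21. With DESeq2, *yeeR* (2.21), *fhuC* (−1.23) and *fhuD* (−1.204) passed. The FDR ranged from 2.36e-14 to 1.00 for *yeeR*, from 7.45e-05 to 0.259 for *fhuB*, from 1.94e-08 to 0.0596 for *fhuC* and from 2.48e-09 to 0.0491 for *fhuD*. *oxyR* stayed between −0.10 and −0.07, with an FDR of at least 0.993.

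The OxyR target list stood apart in camera with the replicate block (0.11), the block with gene length correction (0.17) and the crossed block (0.11), and not in the other settings, and its p-value without adjustment over lists ranged from 0.00282 to 0.323. The GcvB targets did not stand apart and the iron uptake list did in every setting where camera was run, with medians from 0.05 to 0.07 and from 0.19 to 0.23. The genes of the iron uptake list moved together between replicate numbers, so camera's p-value for it is likely too small. Among single genes outside those of the paper, 4 further results became stronger, *cusC* with 3 settings and *cusA* with 1.

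Across the 4 fits that each left out one library, with no test, the value lay from 5.17 to 6.53 for *flu*, from 1.43 to 2.72 for *yeeR*, from −1.16 to −0.94 for *fhuB*, from −1.36 to −1.11 for *fhuC*, from −1.24 to −1.18 for *fhuD*, from −0.118 to −0.0397 for *oxyR*, from 0.00843 to 0.144 for the GcvB targets, from −0.10 to 0.24 for the OxyR target list and from −0.15 to 0.53 for the iron uptake list. The medians of the last pair of lists changed sign without wild type replicate 2 and without deletion replicate 1. Leaving out a library unbalances the replicate numbers, so these ranges also hold the difference between replicates. Depth limits the results for *gcvB* and the neighbours of *flu*, which were not tested.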

Differences from the paper's values

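The paper reports 5 genes past an FDR of 0.01 and a |log2FC| of 1, with 2 genes higher and 3 lower in the deletion strain. The quasi-likelihood test called 1 gene, with 1 higher and 0 lower, and 69 genes had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the edgeR exact test with tagwise dispersions reached the paper's value with 5 genes, 2 higher and 3 lower. These were *flu*, *yeeR*, *fhuB*, *fhuC* and *fhuD*, the genes the paper names. The edgeR exact test with a common dispersion called 7 genes, 2 higher and 5 lower, DESeq2's Wald test called 4 genes, 2 higher and 2 lower, and the replicate block called 6 genes, 2 higher and 4 lower, and these totals lie within 1.5 times the paper's, although the number lower with a common dispersion does not. The other alternatives set before the data were examined called between 0 and 2 genes. Of the settings chosen after seeing the values, the exact test without a filter and the replicate block with gene length correction called 5 genes each and the block with crossed numbers called 6, and each of these called the 5 genes of the paper.

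In Figure 1A the point of *flu* lies at a log2FC of about 5.0, read by eye, and the value here was 6.00. The fold change that the paper's text gives for *flu*, 63.6, lay beside 63.9 here, and that of *yeeR*, 4.6, beside 4.56. Of the alternatives set before the data were examined, only the fit without deletion replicate 1, with a log2FC of 5.17, came within the replicate spread of the point in the figure. That fit gave a 36.0-fold change, against the 63.6 of the paper's text. The figure and the text of the paper therefore differ from each other for *flu*, and the value here lies near the text.

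The −log10 FDR in Figure 1A, read by eye, is about 30 for *flu*, about 5.2 for *yeeR*, about 3.4 for *fhuB*, about 7.0 for *fhuC* and about 7.0 for *fhuD*. The quasi-likelihood test gave 2.14 for *flu*, 0.170 for *yeeR*, 0.686 for *fhuB*, 1.27 for *fhuC* and 1.39 for *fhuD*. Of the alternatives set before the data were examined, the exact test with tagwise dispersions gave 31.8, 3.74, 4.13, 7.71 and 8.61 for these genes, all within 1.5 times the paper's values. DESeq2's Wald test came within that range for *yeeR* (4.65), *fhuC* (4.96) and *fhuD* (4.96), the exact test with a common dispersion for *fhuB* (3.03), *fhuC* (5.40) and *fhuD* (5.16), and the replicate block for *yeeR* (5.70), *fhuB* (3.13), *fhuC* (5.70) and *fhuD* (5.50). The other alternatives did not.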

Other observations

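The tests in this part were chosen after the results they bear on were seen, and the explanations are hypotheses.

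*fhuC*, *fhuD* and *fhuB* follow *fhuA* in the list of features. *fhuA* was also lower in the deletion strain, with a log2FC of −0.57 and a 95% confidence interval from −0.91 to −0.23, but it did not pass the adjustment (FDR = 1.00 from edgeR's quasi-likelihood test, and between 0.0257 and 1.00 over the alternatives). Per 100 FPKM of *fhuA* there were 22.8 and 24.0 FPKM of *fhuC* in the wild-type libraries and 15.6 and 13.8 in the deletion libraries, so the genes behind *fhuA* fell by more than *fhuA* did. A wider change of iron uptake genes would lower the iron uptake list, which does not include *fhuB*, *fhuC* and *fhuD*. The median log2FC of the list was 0.20, with 26 genes higher and 5 lower in the deletion strain (limma's camera, adjusted p = 0.000209 over 3 lists). It was −0.15 without wild type 2 and −0.03 without deletion 1, fits that leave the replicate numbers unbalanced, and 0.22 with the replicate block. A difference between replicate numbers would show within the strains. The median log2 ratio of library 2 over library 1 of *fhuB*, *fhuC* and *fhuD* was −0.159 in the wild type and 0.04 in the deletion strain, far from the log2FC of these genes. With the relation to gene length taken out, the log2FC of *fhuB* was −1.103, so gene length bias does not account for it. Reads split between near-identical genes would leave counts that are not whole, and 0 libraries had such counts for these genes. Shared reads that were dropped or counted whole would not show in this way. What remains is a change of *fhuCDB* in the deletion strain that may be separate from the other iron uptake genes. Whether it follows from the loss of GcvB or from another difference between the strains was not tested.

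*flu* rose in the deletion strain. The OxyR target list passed camera towards higher expression with the replicate block, also with crossed numbers or gene length correction, but not without a block. If lower OxyR activity on all of its targets were the cause, the OxyR targets outside the iron genes would move as a group. For these 10 genes, of which 8 were tested, the median log2FC was 0.03 (limma's camera, p = 0.716, and a permutation test over 10000 random lists matched on expression, p = 0.515, neither adjusted). Of the tested genes, 5 were higher and 3 lower in the deletion strain. The genes not tested were *oxyS*, with 0 counts in every library, and *grxA*, which had 10 and 17 counts in the wild type and 3 and 7 in the deletion strain, the direction that lower OxyR activity would give. The power of these group tests was not measured, so a small shift of the group is left open. Gene length bias is not the cause, since the log2FC was 5.93 with gene length taken out. A further candidate explanation is different shares of cells with *flu* switched on in each culture. Deletion library 1 and deletion library 2 differed in *flu* by 1.35 on the log2 scale, more than 100% of the 200 genes of most similar expression did. Bulk libraries do not count cells, so neither explanation can be told apart from the other, and both could hold at once. The paper's own evidence for OxyR is higher *flu* in an *oxyR* deletion strain and less OxyR protein in the *gcvB* deletion strain. These measurements were not analysed here.

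*yeeR* may be read from transcripts running on from *flu*. In that case the *yeeR* gained per *flu* gained would be equal in both deletion libraries. The ratio of these gains between deletion library 1 and deletion library 2 was 1.25, with a 95% interval from 0.925 to 1.79 over 10000 redrawn sets of counts, which holds 1. A promoter that both genes share would give the same result, and the redrawn counts cover counting error only.

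Under the replicate block the OxyR target list was higher in the deletion strain (median log2FC 0.11, limma's camera, adjusted p = 0.00662). Members that also answer to iron are a candidate source. Without the *suf* genes, *mntH*, *fhuF* and *fur*, 9 genes in all, the p-value of camera under the block was 0.842 and the median log2FC was 0.04. The 8 tested genes that remain give the test less power than the 17 of the full list. The full list also changed between replicate numbers, with a median log2 ratio of library 2 over library 1 of −0.35 in the wild type and −0.12 in the deletion strain.

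The log2FC rose with gene length across genes, with a Spearman correlation of 0.22 over 3575 genes, which are not independent replicates. A difference in fragment lengths between libraries is a candidate explanation. It would also show between libraries of one strain, and there the correlation of the log2 ratio of library 2 over library 1 with gene length was −0.205 in the wild type and −0.174 in the deletion strain. The short genes *lpp* and *cspE*, chosen after their values were seen, show the size of the correction. The log2FC of *lpp* (237 bp) went from −0.75 to −0.58 when gene length was taken out, and that of *cspE* (210 bp) from −0.56 to −0.37. Neither passed the adjustment in either fit.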
